# Sheep genome functional annotation reveals proximal regulatory elements contributed to the evolution of modern breeds

**DOI:** 10.1038/s41467-017-02809-1

**Published:** 2018-02-28

**Authors:** Marina Naval-Sanchez, Quan Nguyen, Sean McWilliam, Laercio R. Porto-Neto, Ross Tellam, Tony Vuocolo, Antonio Reverter, Miguel Perez-Enciso, Rudiger Brauning, Shannon Clarke, Alan McCulloch, Wahid Zamani, Saeid Naderi, Hamid Reza Rezaei, Francois Pompanon, Pierre Taberlet, Kim C. Worley, Richard A. Gibbs, Donna M. Muzny, Shalini N. Jhangiani, Noelle Cockett, Hans Daetwyler, James Kijas

## Abstract

Domestication fundamentally reshaped animal morphology, physiology and behaviour, offering the opportunity to investigate the molecular processes driving evolutionary change. Here we assess sheep domestication and artificial selection by comparing genome sequence from 43 modern breeds (*Ovis aries*) and their Asian mouflon ancestor (*O. orientalis*) to identify selection sweeps. Next, we provide a comparative functional annotation of the sheep genome, validated using experimental ChIP-Seq of sheep tissue. Using these annotations, we evaluate the impact of selection and domestication on regulatory sequences and find that sweeps are significantly enriched for protein coding genes, proximal regulatory elements of genes and genome features associated with active transcription. Finally, we find individual sites displaying strong allele frequency divergence are enriched for the same regulatory features. Our data demonstrate that remodelling of gene expression is likely to have been one of the evolutionary forces that drove phenotypic diversification of this common livestock species.

## Abstract (web summary)

The domestication of plants and animals causes genomic changes underlying various morphologic, physiologic and behavioral changes. Here, Naval-Sanchez et al. provide a ChIP-Seq validated comparative functional annotation of the sheep genome, and show widespread evolution of proximal regulatory elements.

## Introduction

The domestication of plants and animals commenced around 10,000 years ago and precipitated enormous societal change by transitioning human kind from hunter-gatherers to agricultural settlers^1,2^. The impact on domesticated animals themselves has also been transformative, with radical phenotypic, morphological and behavioural changes occurring in comparison to their wild counterparts. Elucidating the molecular basis of these changes has the potential to assist the process of animal breeding and illuminate how genotypic variation influences phenotype. Analyses using population scale SNP array data^3–5^ and more recently whole-genome sequence data^6–10^ have identified regions and genes under selection in domestic species. To extend our understanding beyond key genes, multiple studies have sought to identify categories of sites or genomic features over-represented in sweep regions. These have included evolutionarily conserved elements and proximity to transcription start sites^6,8,10^; however, the approach has been severely hampered by the paucity of detailed functional annotation available for livestock animal species. This is starting to be addressed by the Functional Annotation of Animal Genomes (FAANG) consortium; however, human regulatory information remains by far the most abundant courtesy of the ENCODE^11^ and Epigenetics Roadmap initiatives^12^. In both, chromatin state and DNA accessibility assays have been used across a plethora of human cell lines and tissues to comprehensively map regulatory features. This has proven invaluable for investigating the link between genetic variation, gene regulation and complex human diseases^13,14^, as well as human adaptive traits^15^.

Exploiting the wealth of ENCODE data in non-human species is dependent on the strength of sequence and functional conservation. Encouragingly, sequence conservation of non-coding elements has been successfully used to identify functional regulatory sequences between diverse species^16,17^. Further, recent comparative genomic studies in mammals have shown that despite a significant divergence of Transcription Factor Binding Sites (TFBSs)^18,19^ and enhancers^20^, there is a substantial core of regulatory elements which can be characterised based on sequence conservation^21–23^. For example, Mouse ENCODE comparative analyses concluded that 44% of promoters and 40% of enhancers in mice that mapped to human retained functional and tissue specific activity^22^.

In this study, we investigate the impact of sheep domestication and subsequent artificial selection on genomic variation. First, we analyse genome sequences from a global distribution of 43 domestic sheep breeds and 17 Asiatic mouflon, its wild counterpart. Population diversity analysis identified 1420 sweep regions under positive selection in domestic sheep. Next, we use human genome regulatory information to generate a comparative functional annotation of the sheep genome, before assessing it against histone modification data we collected from sheep adipose tissue. Finally, we assess the strength of overlap between selection signatures and genomic regions implicated in regulation of gene expression. We find strong and significant overlap for multiple components of the proximal gene regulatory machinery, including promoters and chromatin states indicative of active transcription. These results provide both a high-resolution genomic view of positive selection and a first draft functional annotation of the sheep genome. Considered together, our results suggest modification to gene regulatory networks has been an important evolutionary driver of the phenotypic changes that distinguish domestic sheep from their wild ancestors.

## Results

### Genetic variation among domestic and wild sheep

We sequenced the genome of 67 domestic sheep drawn from 43 phenotypically diverse breeds for comparison with 17 Asiatic Mouflon representing their wild ancestor (Fig. 1a, Supplementary Data 1). Sequencing to an average depth of 11.82× coverage was followed by alignment and variant calling to identify 28.1 million high-quality SNPs. Analysis using the protein coding gene set of the reference assembly OARv3.1^24^ revealed <1% of SNP (218,762) were located in exons (Supplementary Table 1), and of these the majority (133,891) were synonymous variants (Supplementary Table 2). Despite sampling 43 geographically dispersed breeds, domestic sheep contained fewer private SNP (Fig. 1b, c, Supplementary Table 3, Supplementary Data 2), and lower nucleotide diversity (*π*) than wild sheep (domestic sheep *π* = 0.16% per nucleotide, mouflon *π* = 0.20%; Fig. 1d). Reduced diversity is an expected consequence of domestication, however in sheep the magnitude of change appears smaller than for some other domesticates^8,25^. This suggests sheep domestication captured a wide sampling of diversity from Asiatic mouflon, consistent with the finding that many modern breeds retain high-effective population size^4^ and a diverse representation of mtDNA haplogroups^26^. Three metrics that assess genetic relatedness revealed Mouflon and domestic breeds remain relatively closely related. We found 70% of SNP in domestic sheep were also polymorphic in Mouflon (14.3 out of 20.4 M SNP, Fig. 1b) and the allele frequencies of SNP were highly correlated (Fig. 1c). Finally, population differentiation between domestic and wild sheep was low for an inter-species comparison (*F*_ST_ = 0.093). We next evaluated the relationship between individual genomes using Principal Component Analysis (PCA), identifying two distinct clusters of Mouflon from geographically separate areas of their range (Supplementary Fig. 1). PCA of domestic sheep genomes clustered animals according to their geographic origin of breed formation (Fig. 1e). PC1 captured an east–west cline, PC2 a north–south cline and breeds from the Middle East (the domestication centre) took a central position with near zero PC values, recapitulating a phylo-geographic structure consistent with earlier SNP array based investigations^4,27^.

**Fig. 1:**
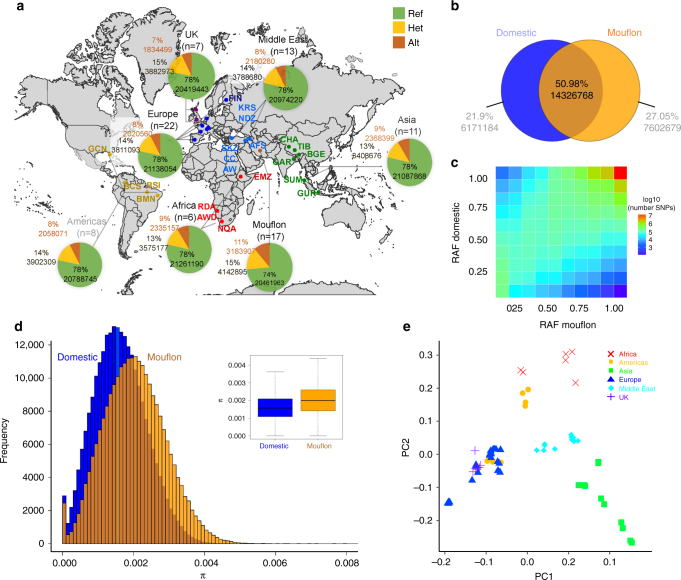
Genome diversity and relatedness of wild and domestic sheep. **a** The geographic distribution of 43 breeds sampled for whole-genome sequencing. Population based proportion of allele type is given for each major geographic group of breeds, after calling reference variants present in the Texel derived genome assembly OARv3.1. **b** Proportion and number of private and shared SNP for the collection of wild and domestic sheep genomes. **c** Reference allele frequency (RAF) correlation between domestic and mouflon populations. RAF domestic and mouflon represent the frequency of the reference allele in domestic and mouflon populations respectively. (Pearson correlation: 76.36% *p*-value <2.2E−16). **d** Distribution of nucleotide diversity (*π*) within species, estimated within 20 kb bins. The boxplot compares the bin mean and variance. The distribution means, evaluated using the Wilcoxon rank-sum test, are significantly difference (*p*-value <2.2E−16). **e** Principal component (PC) analysis clustering individual domestic sheep coloured to reflect the geographic origin of breed development

### Genomic regions under selection in domestic sheep

We sought to identify genomic regions impacted by positive selection during the domestication of sheep and/or the artificial selection that followed. By sequencing a globally representative collection of phenotypically diverse breeds and searching for common sweep regions, we expect to enrich for selection events acting during domestication or prior to the global radiation of breeds. However caution is required, as sweep events common to divergent breeds may be the result of much more recent selection^28^. Domestic sheep genomes were interrogated for shared regions characterised by both low diversity and high divergence compared to wild sheep. First, we estimated allele frequency divergence as *F*_ST_ between species in 20 kb windows (Supplementary Fig. 2a). To assess the direction of selection effect, nucleotide diversity (*π*) was estimated separately within domestic and wild sheep, before the ratio of mouflon/domestic *π* was plotted for each genomic bin^9,29^ (Supplementary Fig. 2b). Joint evaluation of both metrics defined 1420 bins putatively under selection in domestic animals and a further 28 in Mouflon (P-adj <0.01, Fig. 2a, Supplementary Data 3–4). Physically co-located bins (within 50 kb) were joined to define 635 regions (average size 36.3 kb) containing 430 genes (Supplementary Data 5–6). Inspection revealed many genes have previously been shown to be influenced by selection in livestock or associated in sheep biology (Table 1, Supplementary Table 4). These include *SOCS2* for animal weight and milk production^30^, *ITCH*–*ASIP* for coat colour^31^ and *VEGFA* involved in early development and reproductive success^4,32^. Additional genes implicated in other domesticates, include *SOX2* in rabbits^8^, *NR6A1* associated with vertebrae number in domestic pig^7^, *TBX3* associated with pigmentation in horses^33^ and *ESR1* associated with prolificacy in pigs^34^ (Supplementary Fig. 3a). One prominent example is *KITLG*, a protein involved in melanocyte development and pigmentation in a variety of mammalian species^35–39^. In sheep, selection sweeps flank either side of the *KITLG* coding exons suggesting they flag alleles with a gene regulatory function (Fig. 2b, c). Another example is the *NCAPG*–*LCORL* locus implicated in controlling height and stature, however it is unclear which gene exerts the effect^7,40,41^. Domestic sheep contain a selective sweep spanning the *LCORL* promoter region, while mouflon contain a sweep downstream of *NCAPG* (Supplementary Fig. 3b). Many of these candidate genes are likely to contribute to phenotypic variation, however in the absence of individually recorded trait data analysed using an approach, such as GWAS, establishing the direct link between these genes and their functional consequence is difficult using selection sweep methodology alone.

**Fig. 2:**
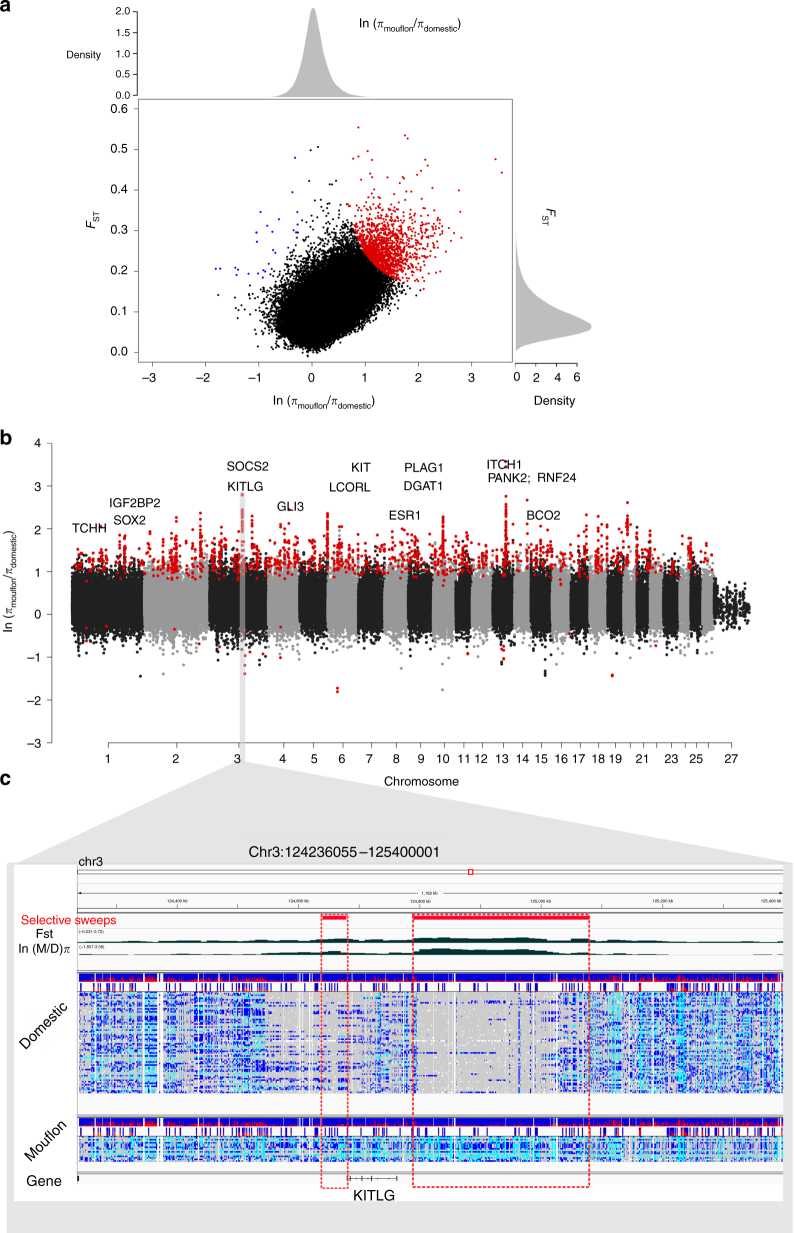
Genomic regions putatively under positive selection in sheep. **a** Population differentiation (*F*_ST_) and relative nucleotide diversity between wild and domestic sheep (*π*_mouflon_/*π*_domestic_) was estimated in 20 kb genomic bins. A total of 1420 outlier bins exhibiting evidence for selection in domestic sheep genomes are indicated in red (corresponding to *Z*-test *P* < 0.001, where *F*_ST_ > 0.156 and ln ratio >0.672). **b** Genome-wide distribution of relative nucleotide diversity. Positive values identify genomic bins with depressed diversity in domestic sheep compared with mouflon, consistent with positive selection sweeps involved with domestication and selection (Table 1, Supplementary Table 4). **c** Selective sweeps located either side of *KITLG* coding exons. Integrated Genome Visualisation (IGV) screenshot of chromosome 3:124236035–125400001 illustrates the reduction of SNP variation in 67 domestic genomes compared with 17 Mouflon. The two regions identified by our selection metrics are shown inside the dashed red boxes

**Table 1:** Genes associated with selective sweeps in domestic animals reported in other studies

Chr	Start	End	Avg rnk *F*_ST_ and *π*	*π*	*F*_ST_	Closest genes	Distance to closest gene	Function
13	50310001	50650000	2	3.56	0.53	*PANK2*	0	Neurodegeneration
3	124790001	125080000	21.5	2.80	0.35	*KITLG*	27570	Coat colour
2	184990001	185040000	42.5	1.98	0.33	*GLI2*	139099	Growth
1	199640001	199790000	51	1.79	0.35	*IGF2BP2*	0	Adiposity
4	78890001	79000000	51.5	2.44	0.31	*GLI3*	29289	Pigmentation
17	59450001	59520000	62.5	2.32	0.30	*TBX3*	215541	Pigmentation
9	36140001	36240000	63	1.72	0.34	*PLAG1*	0	Fertility, stature
15	21900001	22010000	70.5	1.60	0.39	*BCO2*	0	Yellow-fat
9	13570001	13610000	82.5	1.85	0.30	*DGAT1*	0	Milk fat
6	37420001	37510000	144	1.56	0.29	*LCORL*	0	Weight/height
3	124640001	124680000	184	1.69	0.26	*KITLG*	0	Coat colour
8	75670001	75700000	228.5	1.97	0.24	*ESR1*	0	Litter size; prolifacy
6	38500001	38530000	245.5	1.62	0.25	*LCORL*	1047670	Weight/height
5	19460001	19480000	312.5	1.23	0.27	*IRF1*	5040	Immune function
3	129730001	129750000	359	0.94	0.31	*SOCS2*	7494	Weight and milk production
1	100990001	101010000	383.5	1.26	0.24	*TCHH*	0	Hair
4	78800001	78820000	386.5	1.15	0.26	*GLI3*	209289	Pigmentation
5	85880001	85900000	405	1.11	0.26	*MEF2C*	173852	Skeletal muscle development
2	105830001	105850000	417.5	1.27	0.23	*HAND2*	235173	Limb development
20	17530001	17550000	434.5	1.207	0.24	*VEGFA*	147890	Reproduction
13	63380001	63400000	469	1.237	0.22	*ITCH*	0	Coat colour
1	203460001	203480000	481	0.977	0.25	*SOX2*	52282	Stem cell maintenance
6	35290001	35310000	486.5	1.05	0.24	*GPRIN3*	201294	Brain development
6	70290001	70310000	492.5	1.24	0.21	*KIT*	55390	Coat colour

### Biological processes affected by domestication and selection

To identify the biological processes influences by domestication and artificial selection, we mapped the ovine sweep regions to the human genome and examined their ontological enrichment using GREAT^42^ (see Methods section and Supplementary Data 7). This revealed a significant enrichment (P.adj <0.05 hypergeometric and binomial test) for processes consistent with the evolution of domestic animals from their wild ancestors. One prominent example is dorsal/ventral patterning (Table 2, Supplementary Data 7) as reduction in body size was a quick and early response to domestication across species^43^. A second is regulation of lipid metabolism which may reflect human meditated alteration of muscularity and fatness as sheep were actively managed as a food source^44^. A third example involves sexual maturation, as humans increasingly exerted control over breeding, pressure to maintain beneficial sexual fitness traits in the wild were removed, reducing sexual dimorphism and altering the timing of reproduction^45^. The residual consequences of these changes were identified in the data, as we identified significant biological processes associated with sexual differentiation, particularly in male sexual characteristics and differentiation (Table 2, Supplementary Data 7). We next evaluated sheep sweep regions against known mouse mutants and their phenotypic consequences. This identified strong enrichment for traits, including oogenesis, litter size, sexual maturation and ovary morphology (Supplementary Data 8).

**Table 2:** Gene ontology biological process—top 15 enrichment results for identified selective sweeps (Great v.3.0)^42^

GO biological process					
Term name	Binom raw *P*-value	Binom FDR Q-Val	Binom fold enrichment	Binom observed region hits	Binom region set coverage
Primary alcohol catabolic process	1.12E−27	2.34E−24	23.4	27	0.020
Regionalisation	3.22E−19	9.62E−17	2.3	135	0.103
Regulation of MAPK cascade	5.84E−19	1.60E−16	2.1	173	0.132
Development of primary male sexual characteristics	6.82E−19	1.83E−16	3.1	83	0.063
Gland development	8.90E−19	2.21E−16	2.3	138	0.105
Male gonad development	2.34E−18	5.20E−16	3.3	73	0.055
Male sex differentiation	4.05E−18	7.98E−16	3.0	83	0.063
Dorsal/ventral pattern formation	9.33E−18	1.68E−15	3.5	67	0.051
Regulation of lipid metabolic process	2.58E−17	4.09E−15	2.7	92	0.070
Negative regulation of cell cycle	6.13E−17	9.28E−15	2.6	97	0.074
Embryonic hemopoiesis	1.30E−16	1.80E−14	6.0	35	0.027
Odontogenesis	8.84E−16	1.04E−13	3.2	66	0.050
Branching morphogenesis of an epithelial tube	1.43E−15	1.61E−13	2.63	91	0.069
Negative regulation of cellular protein metabolic process	2.00E−14	1.65E−12	2.1	127	0.097
Development of primary sexual characteristics	3.83E−14	2.96E−12	2.2	105	0.079

### Preliminary functional annotation of the sheep genome

In the absence of detailed functional annotation for any livestock genome, we used comparative genomics to predict ovine regulatory elements using human data^11,12^. Reciprocal liftOver was used to predict the ovine genome location of ENCODE promoters and enhancers, along with 12 chromatin states built using 127 diverse epigenomes^12^ (Fig. 3a, see Methods section). ENCODE histone modification marks and transcription factor binding sites for proximal promoters and distal enhancers were predicted with similar mapping efficiency (Supplementary Table 5) while higher variability was observed across the set of 12 chromatin states. Approximately 40–50% of active state elements, or elements associated with expressed genes, were reciprocally mapped including active TSS promoter states (TssA 41%; TssAFlank 48.5%), and transcription at the 5′ and 3′ ends of genes (TxFlnk 40%). Mapping efficiency broadly reflected evolutionary conservation for each genomic feature as measured by enrichment for mammalian conserved elements^12^.

**Fig. 3:**
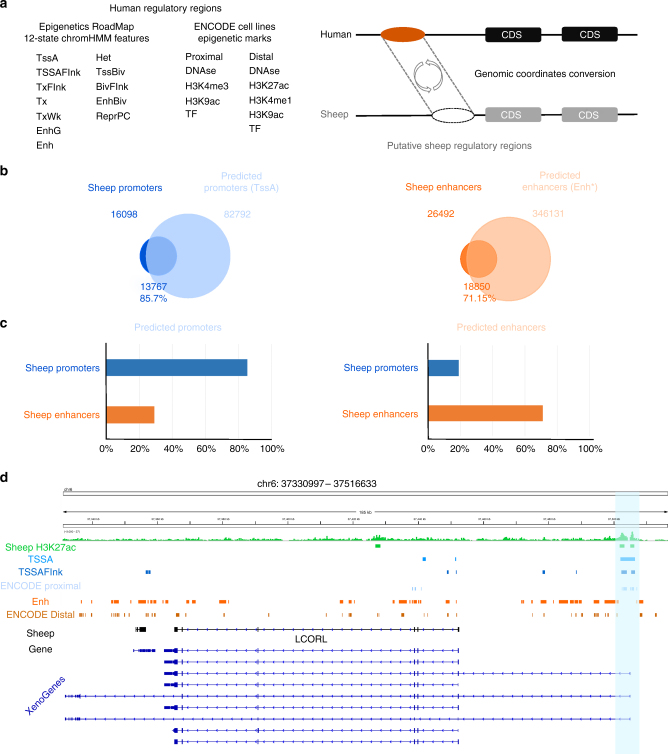
Prediction and validation of sheep gene regulatory elements. **a** Human Epigenome Roadmap chromatin states and ENCODE features used in a reciprocal liftOver protocol to predict regulatory regions in sheep. **b** Overlap between chromosomal locations identified by experimental sheep tissue ChIP-Seq (H3K4me3 and H3K27ac) and regions predicted by liftOver. H3K4me3 peaks are compared against predicted Roadmap chromatin state TssA identifying active promoters (left) and unique H3K27ac peaks are compared to the Roadmap Enh state, excluding those regions overlapping with predicted TssAs, identifying distal enhancers (right). **c** The proportion of predicted promoters (left) and enhancers (right) recovered by ChIP-Seq using either H3K4me3 peaks (blue bar) or unique H3K27ac peaks (orange bar). This demonstrates the predicted annotations retain a level of specificity between components of the gene regulatory apparatus. **d** An example annotated region containing *LCORL* highlights the correspondence between ChIP-Seq data (Sheep H3K27ac) and liftOver predictions (TSSA, TSSAFlnk, ENCODE proximal, Enh, ENCODE distal)

### Human epigenetic data captures sheep regulatory elements

To evaluate if our comparative genomics approach successfully predicted regulatory elements in sheep, we performed H3K4me3 and H3K27ac ChIP-seq analysis of sheep late gestation perirenal brown adipose tissue. 

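Perirenal adipose tissue is the fat around the kidney, and ChIP-Seq maps a histone mark by sequencing the nucleosomal DNA that an antibody to the mark pulls down. 4 libraries were analysed here, 1 for each mark from each of 2 fetuses, called replicate 1 and replicate 2. The paper gives 3 animals for H3K4me3, and the third was not analysed here. The age of the fetuses is 130 days post conception in the paper and 132 days in the sample labels. The authors called peaks in each library separately, with MACS 1.4.2 against 1 input library of pooled nucleosomal DNA, after mapping the reads to Oar_v3.1. For H3K4me3, the headers of the peak lists record 127367048 tags in replicate 1 and 155636053 in replicate 2, of which 92882463 and 109652707 remained after duplicates were removed. For H3K27ac, they record 177225442 and 175109534 tags, of which 144038222 and 145716523 remained. The input held 26651829 tags after the same step, fewer than any of the immunoprecipitated libraries. The paper gives about 205 M reads per sample, and the peak values rest on the tag totals of the headers. MACS called 50339 and 62013 H3K4me3 peaks and 50977 and 49888 H3K27ac peaks in replicates 1 and 2. The median fold enrichment over the input, the authors' own value for each peak, was 28.4 and 31.6 for H3K4me3 and 24.7 and 24.6 for H3K27ac. The authors also deposited a joint list of regions for each mark, and these lists are the regions counted here. The names of these lists carry an FDR of 1% for H3K4me3 and 10% for H3K27ac. To check how the lists were made, the per-library peaks were overlapped by at least 1 bp. This was done at these limits, at those of the methods and with no limit, and the overlapping peaks of both replicates were merged. With 2 libraries per mark, the spread between animals is known only from the difference between replicates.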

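The joint H3K4me3 list held 16098 regions with a median length of 2727 bp, which covered 53.5 Mb or 2.07% of the genome. At an FDR of at most 1%, 23152 peaks of replicate 1 and 19120 of replicate 2 were left. Of these, 16698 peaks of replicate 1 (72.1%) overlapped a peak of replicate 2, and 16561 peaks of replicate 2 (86.6%) overlapped a peak of replicate 1. Merging the overlapping peaks gave regions with the same start and end as each of those in the joint list. When each peak of a pair had to cover at least 50% of the other, 15052 peaks of replicate 1 were found in both replicates. The alternative that moved the count most was the FDR limit of 0.1% given in the methods, which left 46 peaks of replicate 1 that overlapped a peak of replicate 2. The peak of highest fold enrichment in replicate 1 lay on chromosome 1 from 49956678 to 49958717 (93.2-fold, 620 tags). In replicate 2 it lay on chromosome 1 from 183149355 to 183155568 (125-fold, 4233 tags). The next peaks of replicate 1 lay on chromosome 18 from 46298805 to 46300722 (92.8-fold) and on chromosome 7 from 58058576 to 58060982 (91.6-fold). Those of replicate 2 lay on chromosome 18 from 13316911 to 13336905 and on chromosome 13 from 18652472 to 18671790, both at 124.59-fold. All of these peaks overlap a region of the joint list.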

H3K4me3 identifies active gene promoters^46,47^, and we identified a total of 16,098 regions. Comparing their genomic location against Roadmap active promoter state TssA predictions revealed an 85% recovery rate (Fig. 3b, 13,767/16,098). A large number of predicted promotors were not present, possibly reflecting our ChIP-Seq data originate from only one sheep tissue and timepoint. 

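For H3K27ac, the joint list held 35266 regions with a median length of 4299 bp, covering 184.6 Mb or 7.14% of the genome. At an FDR of at most 10%, 49418 peaks of replicate 1 and 47999 of replicate 2 were left, of which 36742 (74.3%) and 37791 (78.7%) overlapped a peak of the other replicate. Merging them gave 35266 regions, and 35265 of these had the start and end of a region in the joint list. A reciprocal overlap of 50% was met by 32503 peaks of replicate 1. In both replicates the peak of highest fold enrichment lay at the same place on chromosome 18, from 13387747 to 13401584 in replicate 1 (4377 tags) and from 13387289 to 13401584 in replicate 2 (4289 tags), with a fold enrichment of 68.9 in each. The next peak of replicate 1 lay on chromosome 10 from 28923845 to 28927645 (62.6-fold). The third strongest of replicate 1 and the next pair of replicate 2 overlap no region of the joint list. Of the H3K4me3 regions, 8879 overlapped an H3K27ac region, or 55.2% (95% Wilson interval 54.4 to 55.9%, which covers counting error only). With H3K27ac regions of both replicates at every FDR the count was 9943, so the share depends on the FDR limit of the H3K27ac list.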

H3K27ac identifies both active promoters and active enhancers, and 35,366 regions were identified. Of these, 26,492 regions were uniquely identified by H3K27ac but not H3K4me3 and defined in this study as enhancers. 

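Of the joint H3K27ac regions, 8774 overlapped an H3K4me3 region by at least 1 bp (24.9%) and 26492 overlapped none, or 75.1% (95% Wilson interval 74.7 to 75.6%, which covers counting error only). The regions without H3K4me3 covered 137.0 Mb. Among H3K27ac peaks found in both replicates, those without an H3K4me3 region had a median fold enrichment of 24.2 in replicate 1 and 24.3 in replicate 2, against 31.2 and 28.6 for those with one. The definition of a region without H3K4me3 moved the count. It was 29004 when an H3K4me3 region had to cover at least 50% of the H3K27ac region, 25813 when none could lie within 1 kb, and 15417 when no H3K4me3 peak of either library could overlap at any FDR. From the presence of H3K27ac at both active promoters and active enhancers and of H3K4me3 at promoters, the paper defines the regions that carry H3K27ac alone as enhancers.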

Comparing the location of these 26,492 experimentally defined enhancers with predicted enhancer state Enh, excluding those overlapping the defined state TssA, revealed a recovery rate of 71% (Fig. 3b, 18,850/26,492). The recovery rate and significance for each Roadmap and ENCODE predicted genomic feature is given in Supplementary Fig. 4–7 and Supplementary Table 6. This revealed the predicted features were significantly enriched for sheep regulatory elements and retained specificity between different components of the gene regulatory machinery. For example, H3K4me3 marks recovered 85% of predicted promoters but only 29% of enhancers while H3K27ac unique marks recovered only 19% of predicted promoters but 71% of enhancers (Fig. 3c). Next, we performed H3K27me3 ChIP-Seq in sheep brown adipose tissue, a mark related to Polycomb repression. This yielded 31,942 elements. Comparison against the set of predicted regulatory features revealed strong enrichment only for repressive features, including repressed Polycomb and bivalent/poised TSSs (Supplementary Table 6). This provides confidence our comparative approach successfully recovered biologically meaningful genome feature annotations with the sensitivity to discriminate promoters, enhancers, and repressive regulatory elements. 

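The LCORL gene lies at a sweep region on chromosome 6 of Oar_v3.1 from 37420001 to 37510000. The joint lists held 3 H3K4me3 and 2 H3K27ac regions in this sweep region. The H3K4me3 regions ran from 37501913 to 37503327, from 37503415 to 37504179 and from 37504915 to 37506518. The strongest H3K4me3 peak of replicate 1 was the middle one, with 321 tags and a fold enrichment of 75.2, and that of replicate 2 was the first, with 632 tags and a fold enrichment of 93.9. One H3K27ac region, from 37499458 to 37504179, overlapped the first pair of H3K4me3 regions. Its peak had 505 tags in replicate 1 and 678 in replicate 2, with fold enrichments of 29.1 and 36.9. The second H3K27ac region, from 37425633 to 37430278, overlapped no region of the joint H3K4me3 list. Its peak had 589 and 739 tags, with fold enrichments of 24.8 and 31.6. An H3K4me3 peak of replicate 2 from 37427572 to 37428875 lay inside it, at an FDR of 2.7%, and had no counterpart in replicate 1. A second sweep region listed for LCORL, from 38500001 to 38530000, held 0 regions of either joint list.

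**Figure D1:**
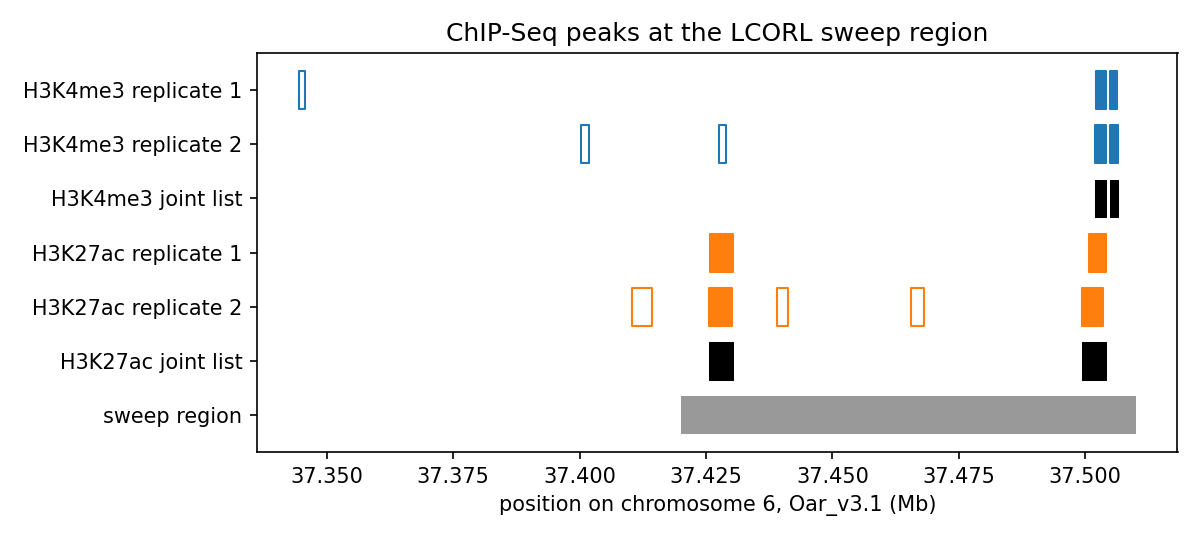
Positions of H3K4me3 (blue) and H3K27ac (orange) peaks in each replicate along chromosome 6 in Mb, with the regions of the joint lists (black) and the sweep region (grey). Filled peaks overlap a region of the joint list and open peaks do not, and the filled H3K27ac peaks sit at 2 places in both replicates.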

An example of a predicted functional annotation is given in Fig. 3d. Finally, we sought to explore how robust the reciprocal liftOver approach is to the combination of species in which it is applied. Similar results were obtained when using human Roadmap elements to predict promoters and enhancers in the mouse, cow and pig genomes, where in each case available histone modification mark data sets were strongly enriched for predicted elements (Supplementary Fig. 8, Supplementary Table 7).

Three additional properties of the predicted genome features were assessed to evaluate their quality. First, the distance from each feature to the nearest transcription start site (TSS) was assessed for both the sheep and human genome. This revealed that ENCODE predicted proximal promoter elements were consistently closer to TSS in the sheep genome than distal enhancers (Supplementary Fig. 9). Second, levels of nucleotide diversity within each predicted annotation feature were compared. This showed epigenomic modifications reporting proximal promoters contained lower diversity than those marking distal enhancers, consistent with findings for other species^48^ (Supplementary Fig. 10). Third, nucleotide diversity was compared between elements active in either a ubiquitous or tissue specific manner. Predicted promoters active in many Roadmap epigenomes (>100 cell types; TssA *π* < 0.06; Enh *π* < 0.15) had higher evolutionary constraint compared with promoters expressed in a restricted manner (<10 cell types, TssA *π* < 0.09; Enh *π* < 0.12, Supplementary Fig. 11). Taken together, the results from our sheep specific histone modification data and the analysis of nucleotide diversity validate that the collection of predicted annotated features are of sufficient utility to address evolutionary questions.

### Selection sweeps are enriched for proximal features

A key objective of the study sought to investigate if ovine genomic regions putatively affected during domestication and artificial selection displayed an enrichment of functional domains associated with protein translation, transcription or the regulation of gene expression. As input we used the collection of genome features described above that included: (i) sheep H3K4me3 and H3K27ac ChIP-Seq peaks; (ii) Epigenome Roadmap predicted chromatin states; (iii) ENCODE predicted proximal and distal elements, and; (iv) gene model annotations from the reference assembly OARv3.1. 

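The overlap of sweep bins with the ChIP-Seq regions was computed from the joint lists and the 1420 sweep bins of Supplementary Data 3. Each bin is 20 kb long and bins start every 10 kb, so that neighbouring bins share sequence. The 258624 bins of the 26 autosomes and chromosome X served as the background, with chromosome ends taken from the last position in any list. Bins with few SNP were not removed, since SNP counts per bin were not used here. A bin counted as overlapping when it shared at least 1 bp with a region. The odds of overlap in sweep bins were compared with those in the other bins by a one-sided Fisher's exact test, and p-values were adjusted by the Benjamini-Hochberg method over 6 tests, for 3 lists and for bins and linked regions. No sweep bin lay on chromosome X. The test treats bins as independent, which bins in one sweep are not, so the sweep bins were also shifted together along the genome 10000 times with their spacing kept.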

To test for enrichment, a location overlap approach developed for interpretation of epigenomic data (LOLA)^49^ was used to assess each genomic feature against the distribution of sweep regions (1420 bins, Fig. 2a). This revealed selection sweeps strongly co-localised with gene regulatory elements after correction for multiple testing (Fig. 4a). 

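H3K27ac regions overlapped 429 sweep bins, or 30.2% (95% Wilson interval 27.9 to 32.7%), against 24.3% of all bins. The odds ratio was 1.35 (adjusted p = 4.0e-07, Fisher's exact test). H3K4me3 regions overlapped 204 sweep bins (14.4%, interval 12.6 to 16.3%) against 11.4% of all bins, with an odds ratio of 1.30 (adjusted p = 4.4e-04, Fisher's exact test). H3K27ac regions without H3K4me3 overlapped 326 sweep bins (23.0%, interval 20.8 to 25.2%) against 19.1%, with an odds ratio of 1.26 (adjusted p = 2.1e-04, Fisher's exact test). When the sweep bins were shifted along the genome (one-sided permutation test), p was 0.0029 for H3K27ac, 0.0246 for H3K4me3 and 0.0198 for H3K27ac without H3K4me3. Along the autosomes, which hold every sweep bin, the same permutation test gave p = 0.0604 for H3K27ac without H3K4me3, with an odds ratio of 1.19.

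**Figure D2:**
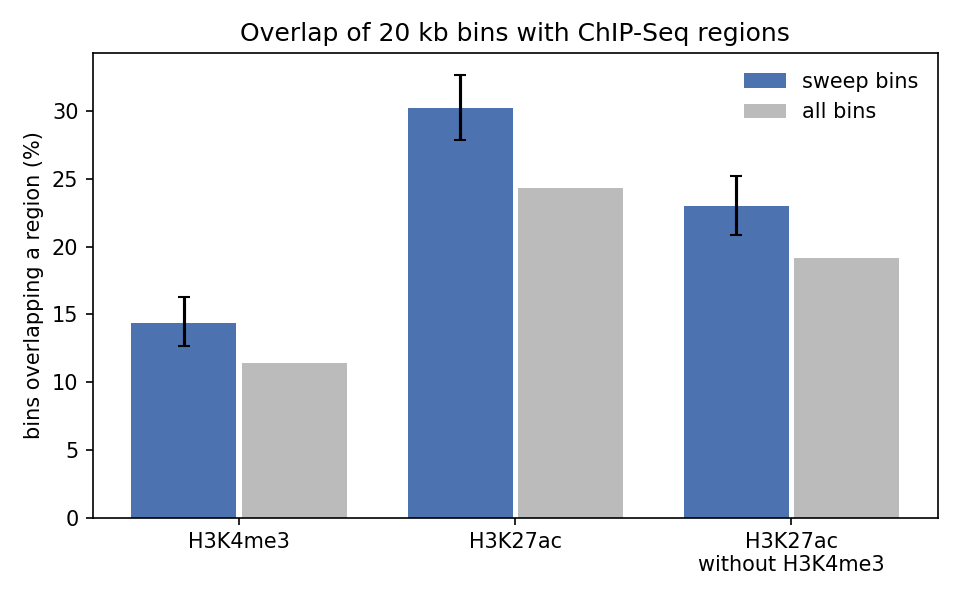
Percent of 20 kb bins that overlap a region of each list, for the 1420 sweep bins (blue, with 95% Wilson intervals) and for all bins (grey). The grey bar lies under the interval of the blue bar for each of the 3 lists. The intervals treat bins as independent, which bins in one sweep are not, so they are no test of the difference. All bins include those of chromosome X, where no sweep bin lay.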

Three components of the proximal gene regulatory machinery were significant: enhancer elements physically associated with genes (EnhG, LogP = 12.83), actively transcribed states (Tx, LogP = 10.68) and proximal promoter states (TxFlnk, LogP = 8.03); (Fig. 4a, Supplementary Table 8–9). Next, we repeated the analysis after linking neighbouring outlier bins (within 50 kb) to define 635 selective sweep regions. This was a more permissive analysis as the genome fraction implicated with domestication and artificial selection was higher (Methods section). Sweep regions were significantly enriched for 14 genome features (Supplementary Fig. 12, Supplementary Table 10). 

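Of the 635 linked sweep regions, 243 overlapped an H3K27ac region (38.3%, 95% Wilson interval 34.6 to 42.1%), an odds ratio of 1.93 against the background of 20 kb bins (adjusted p = 2.9e-14, one-sided Fisher's exact test). H3K4me3 regions overlapped 131 (20.6%, odds ratio 2.02, adjusted p = 6.0e-11, exact test), and H3K27ac regions without H3K4me3 overlapped 190 (29.9%, odds ratio 1.81, adjusted p = 8.3e-11, exact test). Linked regions are up to 390000 bp long and meet more features than a bin does. Shifted along the genome with their lengths kept, they overlapped H3K27ac regions in 30.0% of cases on average, H3K4me3 regions in 16.1% and H3K27ac regions without H3K4me3 in 24.3%. Against these shares the odds ratios were 1.44, 1.35 and 1.33. The permutation p of the shifts was 0.0001 for H3K27ac, the smallest they can give, 0.0028 for H3K4me3 and 0.0009 for H3K27ac without H3K4me3.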

Strikingly, the eight most strongly enriched were each components of the proximal gene regulatory machinery and active transcription including sheep ChIP-Seq modifications, Epigenome Roadmap states (TxFlnk, EnhG, Tx, TssA), proximal ENCODE features obtained by DNase I signal and transcription factor binding sites and translated exons (CDS, Supplementary Fig. 12).

**Fig. 4:**
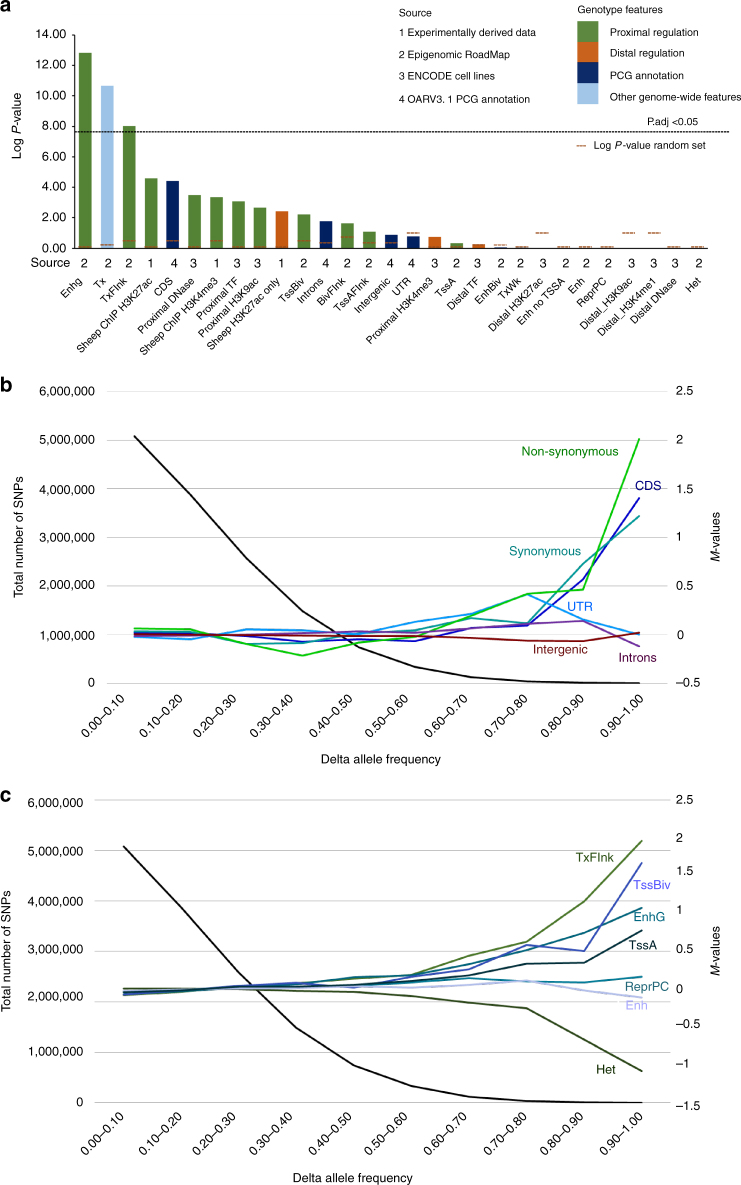
Genomic feature enrichment in selection sweeps and differentiated sites. **a** Strength of enrichment for 29 genome features within 1420 sweep bins assessed by location overlap^49^. Genome features were derived from four different sources. The significance threshold from multiple testing is represented by the horizontal line. **b** Intersection of delta allele frequency (ΔAF) with protein coding gene annotations from reference OARv3.1. The number of SNP in ΔAF bins is given at left, and the *M*-value (at right) was calculated by comparing the frequency of SNP in each genome feature and ΔAF bin with the corresponding frequency across all bins. **c** As for **b** using chromatin state annotations derived from the Roadmap dataset. Additional *M*-value results using predicted ENCODE marks are provided in Supplementary Fig. 13

### Site frequency analysis

Domestication and selection are anticipated to have altered the allele frequency of loci mechanistically involved in the phenotypic and molecular changes that distinguish domesticates from their wild ancestors. We therefore applied site frequency analysis to identify nucleotides with divergent allele frequency when compared between wild and domestic sheep genomes. This exploits the availability of whole-genome sequence by assessing every site, and is independent from the selection sweep methodology used above. We first estimated allele frequencies within domestic and wild sheep using 14 M sites found to be segregating in both species. Comparison between species revealed the majority displayed highly correlated allele frequencies, with 8.9 M sites (63% of 14 M, Supplementary Data 9) having allele frequency difference (ΔAF) <0.2. This is consistent with the behaviour of neutral loci between closely related species. Only a very small fraction of loci exhibited strongly divergent allele frequency. These are characteristic of sites under selection, however they can be difficult to distinguish from those impacted by genetic drift alone. A total of 9161 SNP (0.016%) had ΔAF>0.8 and only 1059 sites had divergence approaching the maximum (>0.9, Supplementary Data 10). We expect this set of loci are likely to have played an outsized role in domestication and selection, prompting us to characterise them in more detail. To evaluate the impact of gene inactivation we searched these sites for nonsense mutations introducing stop codons or that modify the splicing machinery. This revealed a single variant, located in a splice donor site of *MICAL3*, was present in sites with extreme ΔAF (>0.8) (Supplementary Data 9). Therefore, as in chicken^6^, rabbit^8^ and pigs^7^, our conclusion is that gene inactivation via nonsense (frame-changing) and splice site mutation has not played a major role during sheep domestication. We then performed enrichment analysis to evaluate the number of SNP across ΔAF bins compared to their location within annotated genome features. This approach has been used previously^8,50^ and captures data from every segregating SNP available. Assessment of protein coding gene annotations derived from OARv3.1 revealed non-synonymous substitutions were strongly enriched for SNP in high-ΔAF bins, while no relationship was detected for introns, UTR or intergenic regions (Fig. 4b). Regulatory elements are embedded within the intergenic genome feature; however, they likely represent an insufficiently large proportion to cause intergenic regions to display enrichment. Our result do demonstrate that selection within coding regions has clearly played a role in adaptive change during domestication and selection. Of 27 SNP with ΔAF>0.80, there is only one missense mutation where domestic sheep carry an allele different from other vertebrate genomes (Fig. 5). The variant is in *FBXL3* (F-Box And Leucine-Rich Repeat Protein 3) which is known to be involved in regulation of circadian rhythms^51,52^ and mice with missense mutations have an altered circadian period^53,54^. Many modern sheep breeds have elongated reproductive seasonality compared to wild sheep, and seasonality is photoperiod dependent. It is therefore possible the *FBXL3* mutation identified here plays a role in controlling seasonality in sheep.

**Fig. 5:**
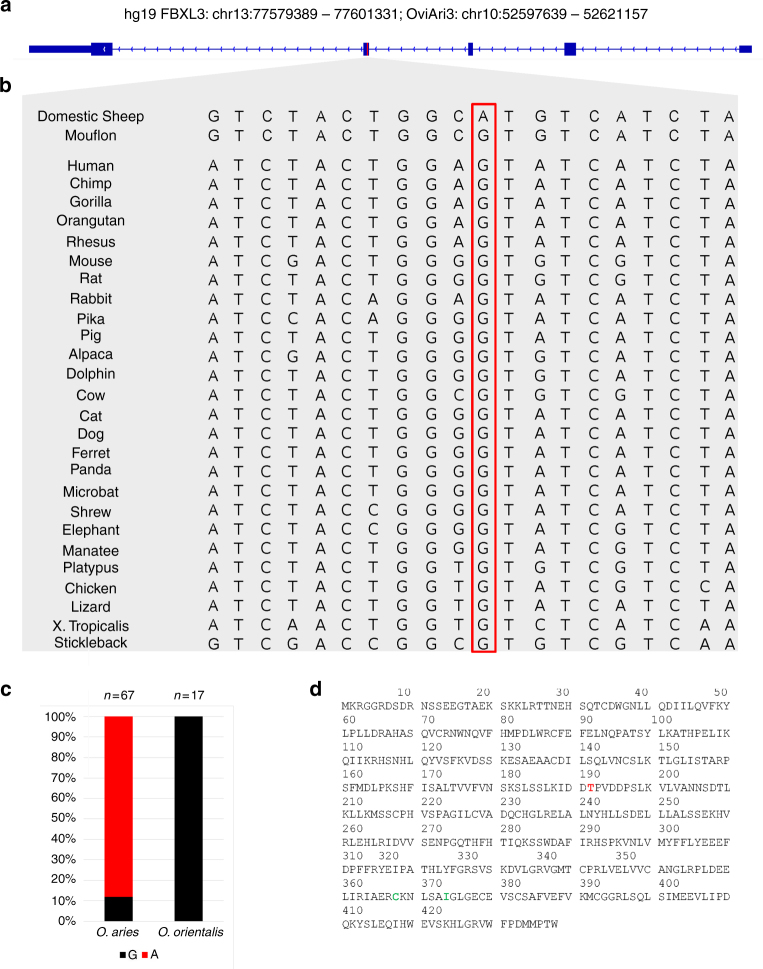
Candidate causal missense mutation in *FBXL3*. **a** *FBXL3* gene representation in human hg19 coordinates chr13:77579389-77601337. **b** Multiple sequence alignment of SNP across representative vertebrates. **c** Allele frequency of the G (reference) or A (alternative) allele in domestic sheep (*O. aries*) (*n* = 67) or mouflon (*O. orientalis*) (*n* = 17). **d** *FBXL3* amino acid sequence with the substitution at residue 182 highlighted in red. Residue 358 (green) is associated with the mouse After hour (Afh) phenotype residue 364 with the overtime phenotype (Ovt)

In addition to analysis of protein coding gene annotation, the same site frequency approach was applied to the RoadMap and ENCODE predicted features (Fig. 4c, Supplementary Fig. 13). Striking enrichment was detected for chromatin states associated with both active and developmentally poised promoters (TxFlnk, TssBiv), as well as proximal enhancers (EnhG, Fig. 4c). Further, analysis of ENCODE derived features show enrichment for proximal elements that was absent for each distal category of regulatory element (Supplementary Fig. 13). We artificially altered exonic allele frequencies to search for any impact on other annotation features, and found modest enrichment that serves as a note of caution (Supplementary Fig. 14). None the less, the findings are remarkably similar to the feature enrichments present in the selective sweep analysis (Fig. 4a), thus providing evidence that domestication and artificial selection have preferentially impacted the proximal gene regulatory machinery.

## Discussion

We explore the genomic consequence of domestication and subsequent artificial selection by sequencing 43 breeds of domestic sheep and comparing them to descendants of their wild ancestors. The data revealed both protein coding genes and proximal regulatory elements played major roles during the evolution of modern sheep, addressing a long standing question in evolutionary biology concerning the relative contribution played by regulatory versus protein coding sequence on phenotypic variation^55,56^.

Genome sequencing clearly showed protein coding genes have been directly altered during the development of modern sheep. Genomic regions with evidence of positive selection were significantly enriched for coding exons, and missense (non-synonymous) substitutions were fourfold over represented in sites with extreme allele frequency differences between wild and domestic genomes. Sweep regions contained a collection of genes previously implicated in the control of pigmentation, reproduction and stature and biological process enrichment was observed for sexual differentiation and altered timing of reproduction.

A more difficult task has been any detailed evaluation of the contribution made by sequence elements that regulate gene expression. To address this we built a comparative functional annotation of sheep and validated its utility by comparison with experimentally derived histone modification data identifying active sheep promoters, enhancers and repressors. Our major finding is multiple chromatin states and regulatory elements are strongly enriched in both selective sweeps and sites with divergent allele frequency. Involvement of the gene regulatory machinery is consistent with the emerging view that complex trait architecture is often governed by changes in gene expression. For example, the majority of trait associated SNP in human disease GWAS fall outside transcribed regions^57^. Intersecting these associated SNP with epigenomic marks reveals strong enrichment within both ENCODE^57^ and Roadmap genome features^12^. Similarly in livestock, testing production trait associated SNP has revealed enrichment within non-coding elements neighbouring genes, suggesting a role for variants that influence gene expression^58^. Next, evo-devo studies have put forward the relevance of regulatory mutations affecting morphology, behaviour and adaptation^59,60^. Seminal examples include *Drosophila* wing pigment patterns^61^ and skeletal reduction in stickleback fish^62^. Perhaps of most relevance to animal domestication, analysis of modern rabbits suggests a strong enrichment has occurred at conserved non-coding sites expected to be enriched for regulatory function^8^. In addition, the earliest stages of trout domestication are characterised by large, heritable changes to gene expression^63^. Our analysis, armed with the extensive epigenomic annotation described here, finds evidence that remodelled gene regulation has been a force during the profound morphological, behavioural and metabolic changes occurring through the transition to a domesticated state.

The richness of predicted epigenomic feature annotations allowed us to discriminate between the components of the gene regulatory apparatus that have been preferentially impacted. Perhaps surprisingly, active promoters and proximal enhancers were strongly enriched in both sweep regions and sites with divergent ΔAF, in contrast to each distal ENCODE mark or inactive Roadmap chromatin states, such as repressed Polycomb and constitutive heterochromatin. This suggests remodelling of control elements immediately adjacent to genes has been a dominant mechanism of change, however it is currently unknown why distal elements appear to have made a diminished contribution.

Most experiments into the consequences of animal domestication and selection have relied on SNP array data and have focussed on protein coding genes in the absence of functional annotation^3–5^. Genome sequencing has dramatically improved the resolution of selective sweep regions in this study of sheep and other studies of pigs and chickens^6,64,65^. Further, our comparative application of human epigenomic data has proven highly insightful, however limitations remain. The reciprocal BLAST methodology may have introduced bias, resulting in an over-representation of evolutionarily conserved promoter elements compared with enhancers. Indeed the recovery of enhancers within sheep ChIP-Seq data was lower than for promoters, however the difference was not large and enhancers have a higher evolutionary turnover compared to proximal regulatory elements or protein-coding sequences^48,62,66^. Further, it is possible that species specific and tissue specific regulatory elements are likely to be under represented as a consequence of both our methodology and the application of ChIP-Seq using only a single tissue. A separate note of caution relates to the sampling of animals sequenced in the study, which is likely to have an impact on the final collection of sweeps identified as the choice of genomes used has a measurable impact on allele frequencies (Supplementary Fig. 15). A final challenge arises from linkage disequilibrium and the overlapping nature of some genome annotation features, which together blur the relative contribution of physically co-located genomic features (Supplementary Fig. 14). A case in point is the observation that synonymous sites displayed enrichment in our site frequency analysis. It is not clear if this reflects a functional role for many synonymous positions via cryptic effects on transcription or mRNA transport as previously suggested^67^ or if their proximity to missense mutations has generated the enrichment via linkage disequilibrium. Despite these limitations, the collection of annotated genome features represents a useful resource for the research community to interpret GWAS and inform the design of SNP panels to increase power to deliver genomic prediction. Knowledge concerning the elements likely to regulate gene expression enhances our understanding of the sheep genome, and suggests that remodelling gene expression has been a key mechanism during the evolution of this important livestock species.

## Methods

### Samples

A total of 70 animals were sampled from 43 domestic breeds and subjected to genome sequencing (Supplementary Data 1). These comprise 46 animals selected from an earlier SNP array based global survey of breed diversity^4^ and another six animals used for SNP discovery, construction of the SNP50 BeadChip and CNV detection. The final group of 18 individuals have not been examined before. Breeds were drawn from Asia (12), Africa (6), the Middle East (13), the Americas (8), the United Kingdom (8) and continental Europe (23). Whole-genome sequence data for 19 Asian mouflon (*Ovis orientalis*) was collected and made available by the NEXTGEN project (http://nextgen.epfl.ch/). Fastq files were downloaded from the ENA public repository (http://www.ebi.ac.uk:/ena/data/view/PRJEB3139) and processed as described below for the domestic sheep genomes.

### Genome sequencing, variant detection and annotation

Paired-end short insert libraries were constructed using 5 μg of genomic DNA and sequenced on the Illumina HiSeq 2000 platform. Reads were mapped against the sheep reference assembly v3.1^24^ using BWA aligner v0.7.12 (bwa aln + bwa sampe, default parameters)^68^. Animals were sequenced to an average median depth of 11.8 × (8.4–17.2×) (Supplementary Data 1). Duplicate reads were removed using Picard tools (http://broadinstitute.github.io/picard/), and local realignment around INDELS was performed using GATK v3.2.0^69^. Variant detection and SNP diversity analyses were performed using SAMTOOLS 1.2.1 mpileup and annotated using VCFTools v0.1.14^70^. After obtaining genotype calls for a total of 89 samples the following filters were applied using a combination of VCFtools^70^ and in-house scripts: (i) SNP were retained in positions with read depth between 5× and twice the average depth per sample; (ii) minimum mapping quality of 30 and base quality of 20 were applied; (iii) SNP within 5 bp of INDELS were removed; (iv) for SNP pairs separated by <4 bp, the lower quality variant was excluded; (v) tri-allelic variants were removed; (vi) SNP called in <90% of animals were excluded and (vii) SNP displaying an excess of heterozygosity were excluded (--hwe 0.001). This defined a set of 28,100,631 SNP across domestic (67) and mouflon (17) genomes. A total of five low-coverage animals were excluded (3 domestic and 2 mouflon). PLINK v1.9 was used to perform genetic diversity estimates and PCA (https://www.cog-genomics.org/plink2)^71^. The variant effect predictor tool from ensembl (version 78) was used to identify 24 separate SNP classifications, including coding, missense and non-synonymous substitutions, intron and intergenic, in relation to the gene models annotated on reference assembly OARv3.1^24^ (Supplementary Tables 1–2).

### Genome scanning for selection sweeps

Population differentiation between wild and domestic populations were measured as *F*_ST_ using the Weir and Cockerham method^72^. Average SNP *F*_ST_ values were plotted in 20 kb genomic bins with a 10 kb step (Fig. 2a; Supplementary Fig. 2). Nucleotide diversity (*π*) was estimated for the same bins in both wild and domestic sheep genome collections as the number of heterozygous SNP by bin size. Genomic bins with fewer than 20 SNP were excluded. Positive selection is characterised by reduced *π*, prompting us to estimate a ratio (wild/domestic) that identifies the direction of selection^9,29^. The ratio (wild/domestic) is given in Fig. 2a and plotted in genomic order (Supplementary Fig. 2). The genome-wide threshold to declare significance of Z-transformed values (*F*_ST_ > 0.156 and log *π* ratio >0.672) represents Bonferroni adjusted *p*-value of <0.01.

### Biological process enrichment within selective sweep regions

Locus-based Gene Ontology enrichment was performed using GREAT v3.0.0^42^. Genomic bins with evidence of positive selection were translated to human coordinates (GRC37/hg19) using UCSC’s liftOver tool (minMatch = 0.1)^73^. The membership and frequency of gene regulatory domains present was then compared against a background set representing all genomic bins using two statistical tests. A binomial and a hypergeometric test assessed the enrichment of molecular function terms and biological process terms. We also used GREAT to interrogate the Mouse Genome Informatics (MGI) database phenotypes^74^.

### Building a comparative sheep functional annotation

Our approach exploited the wealth of functional annotation data generated by the Epigenome Roadmap and ENCODE studies^11,12^. We performed reciprocal liftOver (minMatch = 0.1)^73^, meaning elements that mapped to sheep also needed to map in the reverse direction back to human with high quality. This bidirectional comparative mapping approach was applied to 12 chromatin states defined using 5 core histone modification marks, H3K4me3, H3K4me1, H3K36me3, H3K9me3 and H3K27me3. Mapping success is given in Supplementary Table 5. The same approach was applied to ENCODE marks derived from 94 cell types (https://www.encodeproject.org/data/annotations/v2/) with DNase-seq and TF ChIP-seq.

### ChIP-seq of ovine adipose tissue

Chromatin immunoprecipitation followed by next generation sequencing (ChIP-Seq) of the histone chromatin modification H3K4me3, H3K27ac and H3K27me3 was undertaken using late gestation fetal perirenal adipose tissue (PRAT). This tissue was selected as it may be important in a production setting, where it influences lamb survival under some circumstances. All procedures involving animals were carried out with approval from the University of Adelaide Animal Ethics Committee. The adipose tissue was taken at 130 days post conception from three animals for H3K4me3 and two animals for H3K27ac and H3K27me3. Input nucleosomal DNA from the combined fetal samples were used as input controls. Nuclei were isolated from 1.2 g of frozen PRAT by pulverising the tissue under liquid nitrogen at 4^°^C in Nuclei Buffer (0.3 M sucrose, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 0.1 mM EGTA, 15 mM Tris-HCl, pH 7.5) with the inclusion of protease inhibitors (0.5 mM DTT, 0.1 mM AEBSF, CompleteTM EDTA-free protease inhibitor cocktail (Roche Diagnostics GmbH, Mannheim Germany) using a hand held Dounce homogeniser. The filtered homogenate was centrifuged (3000×*g*, 5 min) and the pellet recovered and re-suspended in ice-cold Nuclei Buffer containing 0.4% IGEPAL CA-630 (Sigma), incubated on ice for 5 min and the suspension was then layered on a cushion of Nuclei Buffer containing 1.2 M sucrose. The sample was centrifuged at 10,000×*g* (25 min, 4 °C), the chromatin pellet recovered and resuspended in micrococcal nuclease digestion buffer. The isolated chromatin was treated with micrococcal nuclease (MNase) (0.2 U/μl) (New England BioLabs, Ipswich, MA, USA) and soluble chromatin recovered using mild sonication and centrifugation. Specific antibodies to H3K4me3 (Abcam ab8580) and H3K27ac (Abcam ab4729) and H3K27me3 (Millipore 07-449) (10 μg per incubation) were used for immunoprecipitation (4 °C, gentle mixing, 15 h). Immune complexes were isolated using Protein A-Sepharose (4 h, 4°C) and washed sequentially with low salt buffers supplemented with 0.1% NP-40 and a final wash in 1xTE buffer. The chromatin was released from the Protein A Sepharose using 1% SDS, 0.1 M NaHCO_3_, treated with proteinase K, extracted with TE-saturated phenol/chloroform (1:1) and DNA purified using Minielute DNA columns (Qiagen, Maryland, USA). DNA (20–100 ng) was quantified using Quant-ITTM PicoGreen and validated for purity and size using a High Sensitivity DNA chip (Agilent 2100 Bioanalyser; Agilent Technologies, Santa Clara, CA, USA). DNA samples (10 ng) isolated from the immuno-purified nucleosomes and input nucleosomes were used to generate sequencing libraries for each sample using the Illumina TruSeq ChIP-Seq kit and these were sequenced using the Illumina HiSeq2000 (H3K27ac and H3K4me3) platform (Illumina, San Diego, CA, USA) and Illumina Genome Analyser II (GAII) for H3K27me3. Approximately 205 M 50 bp sequence reads per sample were produced. Reads were mapped to the unmasked ovine genome sequence (*Ovis aries* Oar_v3.1.74) using the NGS core tool mapping application in CLCBIO (mapping parameters: length fraction = 0.7; similarity fraction = 0.8; penalties, mismatch = 2, insertion = 3, deletion = 3). A range of 75–90% of reads was uniquely mapped and retained. Peak calling comparing the H3K4me3 or H3K27ac ChIP-Seq versus the input control was performed using MACS^75^. Only peaks found in both replicates per chromatin mark, either H3K4me3, H3K27ac or H3K27me3, were further considered. For H3K4me3 there were 16098 peaks with a FDR 0.1%, whereas for H3K27ac there were 35622 peaks with 1% FDR and for H3K27me3 31942 peaks with 5% FDR. 

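MACS gives each peak a score, which is higher the smaller its p-value, and an FDR from peaks called with the input and the immunoprecipitated library exchanged. At an FDR of at most 0.1%, 10535 H3K4me3 peaks were left in replicate 1 and 73 in replicate 2, and 40 merged regions were found in both. No H3K27ac peak had an FDR of 1% or less in either replicate, and the lowest values were 3.81% and 4.53%. For H3K4me3 the median FDR fell with the score in replicate 2, from 3.62% at scores of 50 to 100 to 0.17% at scores of 950 to 1000. Higher scores were not grouped, and the peak of highest fold enrichment, with a score of 3100, had an FDR of 0.29%. For H3K27ac the median FDR rose between the same groups, from 4.59% to 73.1% in replicate 1 and from 5.17% to 76.3% in replicate 2. Before this rise it fell slightly at scores of 150 to 200, to 3.91% in replicate 1 and 4.59% in replicate 2. The limit of 10% that gives the joint list therefore left out 1559 H3K27ac peaks of replicate 1 (3.06%) and 1889 of replicate 2 (3.79%). With no limit on the FDR, merging gave 35955 H3K4me3 and 37376 H3K27ac regions found in both replicates.

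**Figure D3:**
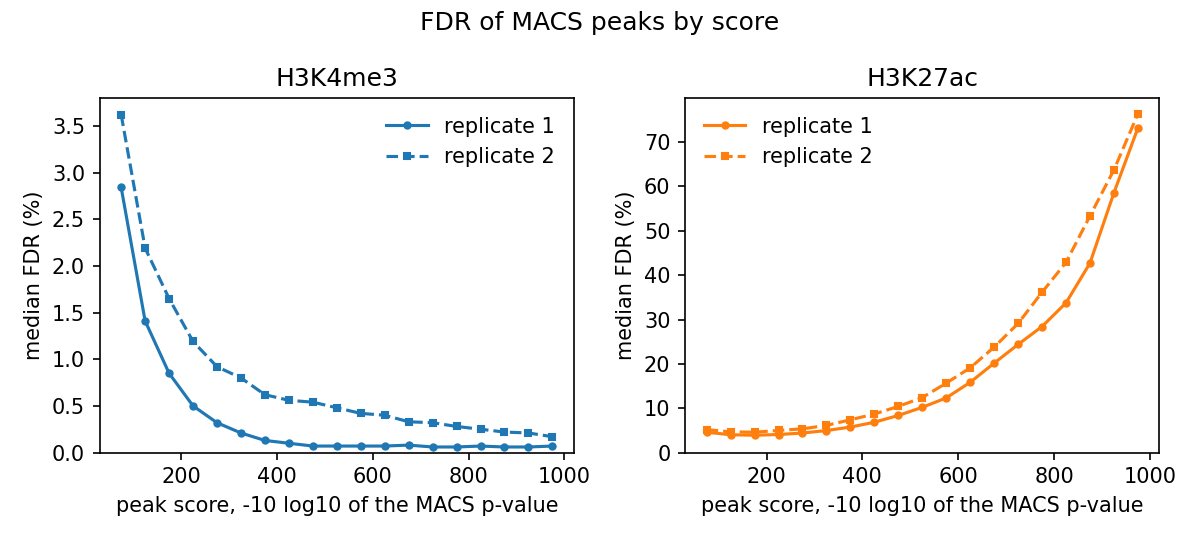
Median FDR in percent of MACS peaks grouped by score, for H3K4me3 (left) and H3K27ac (right) in replicate 1 (solid line, circles) and replicate 2 (broken line, squares). Each point is the median of the peaks in a step of 50 in score, up to a score of 1000. From the first to the last point the lines fall for H3K4me3 and rise for H3K27ac. For H3K4me3 in replicate 1 the line is level, at 0.06 to 0.08%, from a score of 450.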

The number of peaks is comparable to those previously reported for the same chromatin marks in cattle^76^.

### Validation of the predicted sheep epigenome using ChIP-seq

First, we calculated the overlap between experimentally observed (ChIP-Seq) sheep enhancer and promoter elements with our collection of predicted epigenome features. We created 1000 randomisations for each genomic feature using bedtools shuffle (-noOverlapping)^77^. We then calculated overlap for each randomisation against the experimentally observed (ChIP-Seq) sheep enhancer and promoter elements. Finally, we counted how many times an equal or greater overlap observed in the original features were observed in the 1000 randomisations to estimate an empirical *p*-value per overlap and feature.

### Epigenome feature enrichment within selective sweep regions

The Bioconductor package Locus Overlap Analysis (LOLA) was used to assess the relationship between selection sweeps and genome regions containing functional annotation^49^. This process used (i) a ‘query set’ comprising each genome feature derived from four sources as detailed in Fig. 3a; (ii) a ‘reference set’ of 1420 genomic bins with evidence of selection (Fig. 2a) and (iii) a ‘Universe Set’ containing all 20 kb genome-wide bins. A Fisher’s exact test with false discovery rate correction was performed to assess the significance of overlap in each pairwise comparison^49^.

### Analysis of divergent allele frequencies

Allele frequency (AF) was estimated for each SNP separately for domestic and wild sheep genomes using PLINK V1.9 (--freq –within)^71^. Next, the difference (ΔAF) was used to identify SNP with divergent AF between species. SNP was allocated into ΔAF bins and compared across functional annotation features by using bedtools intersect^77^. Log2 fold change of the observed SNP count for each genomic feature in each bin was compared against the expected SNP count (*M*-value; average across bins)^8,50^. Statistical significance of the deviations from the expected values was tested with a chi-squared (*χ*^2^) test.

### Data availability

Genome sequence for each of 68 domestic sheep are available through the International Sheep Genomics Consortium (http://www.sheephapmap.org/) with Fastq files deposited in the SRA repository (https://www.ncbi.nlm.nih.gov/bioproject/160933) and SheepGenomes DB project (http://sheepgenomesdb.org/) via European Variant Archive (EVA) study PRJEB14685 (http://www.ebi.ac.uk/ena/data/view/PRJEB14685). Genome sequence for 19 mouflon (*Ovis orientalis*) were made available by the NEXTGEN project (http://nextgen.epfl.ch/) with Fastq files deposited in the ENA public repository as study number PRJEB3139 and secondary accession ERP001583 (https://www.ebi.ac.uk/ena/data/view/PRJEB3139). Fetal Perirenal adipose tissue H3K27ac, H3K4me3 ChIP-Seq data are accessible in the GEO series (GSE90812). Human epigenomic tracks converted to sheep coordinates are available through CSIRO Data Access Portal 10.4225/08/5a03a9c39a0ba.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

# Supplementary material for: Sheep genome functional annotation reveals proximal regulatory elements contributed to the evolution of modern breeds
**Source:** Nat Commun. 2018 Feb 28;9:859. doi: 10.1038/s41467-017-02809-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Summary statistics on sequencing and mapping quality per sample

File Name: Supplementary Data 2

Description: Variants Summary statistics per phylo-geographic group and individual

File Name: Supplementary Data 3

Description: Detected Selective sweeps 20 kB in domestic sheep

File Name: Supplementary Data 4

Description: Detected Selective sweeps 20 kB in wild mouflon

File Name: Supplementary Data 5

Description: Detected Selective Sweeps in domestic sheep based on  $F_{st}$  and nucleotide diversity across wild (*Ovis orientalis*) and domestic sheep (*Ovis aries*) ( $p_{adj} < 0.01$ ) and closest genes to regions

File Name: Supplementary Data 6

Description: Detected Selective Sweeps in mouflon based on  $F_{st}$  and nucleotide diversity across wild (*Ovis orientalis*) and domestic sheep (*Ovis aries*) ( $p_{adj} < 0.01$ ) and closest genes to regions

File Name: Supplementary Data 7

Description: Gene Ontology enrichment analysis of Biological Process in GREAT

File Name: Supplementary Data 8

Description: Mouse Genome Informatics (MGI) Phenotype Enrichment analysis in GREAT

File Name: Supplementary Data 9

Description: Allele Frequencies for 14 million SNPs  $MAF > 0.05$

File Name: Supplementary Data 10

Description: List of missense mutations with  $\Delta AF > 0.8$

How the deposited data were processed for this re-analysis (not part of the article)

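H3K4me3 and H3K27ac were measured by ChIP-Seq in fetal perirenal adipose tissue, in 2 libraries per mark, 1 from each of 2 animals. Input DNA of the combined fetuses served as the control for both marks. Samples were assigned to mark and animal from the sample labels, checked against the methods.

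The authors mapped the reads to Oar_v3.1 and called peaks in each library with MACS 1.4.2. For each peak, the files the authors deposited give the position, the count of tags in the peak, a score that rises as the p-value falls, on a log10 scale, the fold enrichment over the input as a linear ratio, and the FDR in percent. The authors also deposited joint lists of H3K4me3, H3K27ac and H3K27me3 regions, which hold positions. Merging the overlapping peaks of both replicates at an FDR of at most 1% gave every region of the joint H3K4me3 list, and at most 10% gave all but 1 region of the joint H3K27ac list. The score, fold enrichment and FDR are the authors' values and were used to describe, rank or filter peaks within a list. 2 files of per-library H3K27me3 values were not used, because no sample in the labels stands for them. The joint H3K27me3 list was used in the closing observations.

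Duplicate tags made up 27.1 and 29.5% of the H3K4me3 tags and 18.7 and 16.8% of the H3K27ac tags. The input was less deep than the immunoprecipitated libraries, so the fold enrichment and FDR of a peak depend on few input tags. The lists hold no reads, so shares are given with 95% Wilson intervals, which cover counting error and not the spread between animals.

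Overlaps of at least 1 bp were counted between lists. Sweep bins and sweep regions came from Supplementary Data 3 to 5. Their overlap with the ChIP-Seq regions was tested by one-sided Fisher's exact tests against all 20 kb bins with a step of 10 kb, with Benjamini-Hochberg adjustment over 6 tests. The methods leave out bins with few SNP, and here these bins stayed in. Circular shifts of the sweep bins and regions (10000) kept their lengths and spacing. The overlap of H3K4me3 and H3K27ac regions with H3K27me3 regions was set against 1000 random placements of the H3K27me3 regions on their own chromosomes. Average ranks were compared by a permutation test with 100000 resamples. Positions are 1-based on Oar_v3.1.

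The alternatives covered the FDR limit, the overlap that counts as shared, the use of 1 library alone, bins that do not overlap, the autosomes alone, region midpoints and the circular shifts. The choices in the main tests and most alternatives were made before the data were examined, and those added later are named in the closing observations. The regions named or counted in the text are those of Table 1, with LCORL and KITLG in full, the 5 sweep regions of best average rank, and the 3 peaks of highest fold enrichment of each library, a rule set before the data were examined. Distances to transcription start sites and gene annotations were not analysed here, nor were the regulatory elements predicted by liftOver.

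The overlap and test code was tested on simulated data. It gave the known answer, overlap or none, for 300 of 300 simulated intervals under each of the overlap rules. For merging it gave 119 of 119 known regions. Fisher's exact test called 8 of 200 simulated lists with no effect and 200 of 200 with the odds doubled. The circular shift called 1 of 50 and 50 of 50. The simulated bins were drawn singly, without the clustering of sweep bins, and the doubled odds exceed the odds ratios found for sweep bins. These rates therefore do not show how the tests behave for clustered bins or smaller effects. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.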

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

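Among the tests in this part, those of the overlap between replicates and of autosomal H3K4me3 peaks in H3K27me3 regions were set before their results were seen, and the others were chosen after. The design holds 2 animals of 1 tissue and age, so it names no condition to compare, and no biological explanation was decided.

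The paper does not report the H3K27ac peaks above an FDR of 10%, the limit that gives the joint list (the methods state 1%), and these held a signal in both libraries. Without the limit of 10%, 2115 regions were found in both replicates that overlap no region of the joint H3K27ac list, and 981 of them overlap an H3K4me3 region. The peaks above the limit were the strongest by score. In replicate 1 they were exactly the 1559 peaks of highest score, and in replicate 2 the 1889 of highest score. Peaks of 1 library alone were argued against, since 98.6% of those in replicate 1 overlapped a peak of replicate 2, against 76.1% of the peaks within the limit. High input signal at these positions stays open. Their median fold enrichment over the input was 39.9, against 24.3 within the limit, but peaks of highest score have a high fold enrichment by selection. A candidate explanation is technical: the FDR that MACS assigned rose with the score in these libraries, so that an upper limit removed the peaks at the top. Whether the exchanged comparison with a shallow input produced this rise was not tested. Of the 3 strongest H3K27ac peaks by fold enrichment in each library, 1 of replicate 1 and 2 of replicate 2 overlap no region of the joint list. The limit left out that on chromosome 4 from 40433164 to 40452833 in replicate 1 (61.7-fold, FDR 16.95%) and that on chromosome 1 from 139213413 to 139236503 in replicate 2 (64.1-fold, FDR 18.3%). The one on chromosome 13 from 30483364 to 30526738 in replicate 2 (62.6-fold, FDR 4.64%) was within the limit, and replicate 1 had 0 peaks there.

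The paper compares the H3K27me3 regions with predicted features and does not report where they lie. On chromosome X there were 16512 of the 31942 regions (51.7%), while X makes up 5.23% of the genome. They covered 59.4% of X and 1.97% of the autosomes. Of 136 windows of 1 Mb on X, 98 were at least 50% covered, against 0 of 2464 autosomal windows. More copies of X in the immunoprecipitated libraries than in the input would also raise the other marks on X. The share of H3K27ac peaks on X, 1.12% in replicate 1 and 1.04% in replicate 2, goes against it. H3K4me3 peaks of the same 2 animals went the other way at every FDR, with 10.1% and 17.3% on X. Within an FDR of 1% their shares were 4.82% and 7.45%. The marks disagree, so this explanation stays open. The comparison also assumes that these animals stand for those of H3K27me3. Coverage was under 25% in 24 windows of X, which lay in 4 stretches, from 0 to 10 Mb, from 67 to 75 Mb, from 127 to 129 Mb and from 132 to 135.4 Mb. An inactive X chromosome in female fetuses may give such coverage with free parts, but the sex of the fetuses was not known here and the windows do not decide it, so it stays open. H3K27me3 was sequenced on another instrument than the other marks, and its effect was not tested.

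H3K4me3 peaks were also more frequent on X when peaks at every FDR were counted, with 10707 peaks of replicate 2 (17.3%) and 10.1% of the peaks of replicate 1, and the paper does not discuss them. Among peaks within an FDR of 1%, X held 4.82% of the peaks in replicate 1 and 7.45% in replicate 2. Weak peaks near the calling limit may account for the excess in replicate 1, but in replicate 2 a part of it stayed, so this explanation is open. Carry-over of signal from H3K27me3 chromatin is open too. The test set for it went against it: of the autosomal peaks above the limit in replicate 1, 13.2% lay in H3K27me3 regions, against 19.0% of those within it (10.8 and 11.9% in replicate 2). On X the shares went the same way, with 82.7% above the limit and 85.6% within it in replicate 1, and 82.6 and 88.3% in replicate 2. H3K27ac peaks within their limit on X lay in such regions in 81.0 and 82.0% of cases, so that on X this overlap is not particular to weak H3K4me3 peaks. These regions cover 59.4% of X, so a high share there decides little. On the autosomes 2.21 and 1.42% of H3K27ac peaks within their limit lay in such regions, lower shares than those of H3K4me3 peaks. Carry-over also stays open because promoters with both marks could raise the share among strong peaks, which was not tested.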

How the results depend on the processing

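The alternatives were set before the data were examined, except those described as added, which were chosen after seeing the data.

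The FDR limit moved the counts of peaks most. At the FDR of the methods, 46 H3K4me3 peaks and 0 H3K27ac peaks of replicate 1 were found in both replicates, and 0 H3K27ac regions without H3K4me3 were left when the FDR had to be at most 1% in both libraries. With peaks at every FDR, an added alternative, the H3K4me3 count was 35955. H3K27ac regions without H3K4me3 fell to 15417 when any H3K4me3 peak at every FDR was excluded, a wider exclusion by construction. The other overlap rules gave counts within 1.5 times of the main one. With 1 library alone, H3K4me3 counts ran from 73 (replicate 2) to 10535 (replicate 1) at the FDR of the methods and from 19120 to 23152 at the FDR of the joint list, an added setting, H3K27ac counts from 0 to 49418 over the same limits, and H3K27ac regions without H3K4me3 from 36791 to 37148.

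The 6 sweep results had odds ratios above 1 under all 40 alternatives. Under those set in advance they ran from 1.19 to 1.35 for bins and from 1.33 to 2.02 for regions, and under the added ones (H3K27ac peaks at every FDR and the circular shift along the autosomes) from 1.19 to 1.36 and from 1.26 to 1.92. With 1 library alone they ran from 1.21 to 1.32 for bins and from 1.67 to 1.99 for regions. 1 of the alternatives crossed the threshold: for bins and H3K27ac regions without H3K4me3, the added circular shift along the autosomes gave an odds ratio of 1.19 and p = 0.0604 (permutation test). The shift along all chromosomes can move sweep bins onto X, where H3K27ac regions are few. For H3K4me3 or H3K27ac regions taken together, the mouflon bins had odds ratios from 0.694 to 0.786 under the alternatives set in advance. On the autosomes alone, an added alternative, the odds ratio was 0.671. None of the 3 passed the threshold, and no alternative was run for the single lists.

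The share of H3K4me3 regions that overlap H3K27me3 regions ran from 17.6 to 22.2% with 1 library alone, and that of H3K27ac regions without H3K4me3 from 1.29 to 1.51%, and the cause was not tested. Their direction against random placement held under every alternative run.

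No paired analysis was possible because the results are overlaps of lists, with no test across libraries. Shares of regions near transcription start sites, and alternatives that need gene annotation, were not run. With 2 libraries per mark, no result has an estimate of the spread between animals.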

Differences from the paper's values

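No test was chosen after the result was seen in this part. The −log10 p of the overlap of sweep bins with H3K27ac regions without H3K4me3 was 3.75, against the paper's about 2.4 in Fig. 4a, read by eye. Of the alternatives set before the data were examined, the autosomes alone gave 2.47, region midpoints 2.60, replicate 2 alone 3.09, the circular shift 1.70 and bins that do not overlap 1.67, all within 1.5 times of the paper's value, and replicate 1 alone gave 3.72, which is not. The circular shift gives a permutation p and the bins that do not overlap are 717 of the 1420, so these values are of another form than the paper's test. For the other lists they were further from the paper's values than 1.5 times, at 1.61 and 2.16 for H3K4me3 (about 3.4 in Fig. 4a, read by eye) and 2.54 and 3.01 for H3K27ac (about 4.6 in Fig. 4a, read by eye).

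The paper's figure places H3K27ac first, then H3K4me3, then H3K27ac without H3K4me3, at about 4.6, about 3.4 and about 2.4 in Fig. 4a, read by eye. Here H3K27ac was at 6.57, H3K27ac without H3K4me3 at 3.75 and H3K4me3 at 3.35. On the autosomes alone the order was that of the figure, with 4.68, 3.38 and 2.47, and each value was close to the figure's. The paper's background was the bins of the whole genome, and whether these held X is not stated.

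In Fig. 4a none of these marks passes the line drawn for multiple testing. Here the adjusted p-values over 6 tests were under 0.05 for each of the 3 lists. Multiplied by the 29 features of the figure, the p-values were 7.7e-06 for H3K27ac, 0.0052 for H3K27ac without H3K4me3 and 0.0128 for H3K4me3. On the autosomes alone they were 6.0e-04, 0.0973 and 0.0120.

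The paper gives 35366 H3K27ac regions in its results and 35622 in its methods, and the joint list held 35266. The FDR limits in the paper's methods are 0.1% for H3K4me3 and 1% for H3K27ac. Merging the peaks at these limits gave 40 and 0 regions, and limits 10 times as high gave 16098 and 35266, of which the first is the paper's count.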

Other observations

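Among the tests in this part, those of clustering, of the differences at mouflon bins and of the whole KITLG view were chosen after their counts had been seen, and the others were set before.

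Sweep bins overlapped H3K27ac regions more often than other bins. Clustering of neighbouring sweep bins was argued against as the whole cause by circular shifts along the autosomes (p = 0.0103, one-sided permutation test). For H3K27ac regions without H3K4me3 the same permutation test gave p = 0.0604, so clustering stays open for those bins. Linked sweep regions, which count neighbouring bins once, overlapped these regions in 29.9% of cases against 25.3% after the same shifts (odds ratio 1.26, p = 0.0058, permutation test).

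Of the sweep regions of a single bin, 335 in all, 143 hold a gene. H3K27ac regions overlapped 44.1% of those with a gene and 25.5% of those without (p = 4.4e-04, two-sided Fisher's exact test), and 25.4% of autosomal bins overlap such a region. Overlap with H3K27ac therefore went with the presence of a gene among these regions. That genes carry much of the overlap is a hypothesis only. The autosomal share mixes bins with and without a gene, so it cannot show whether regions without a gene exceed their own background. For H3K4me3 the shares were 25.9% and 6.77% (p = 1.8e-06, exact test), and for H3K27ac without H3K4me3 30.8% and 21.9% (p = 0.0768). Whether the rank in the selection scan matters could not be decided. The median average rank was 408.75 in regions with H3K27ac and 411 in those without (p = 0.735, two-sided permutation test), and a test with no detected difference leaves a small one open.

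H3K4me3 or H3K27ac regions overlapped 6 of 28 mouflon sweep bins (21.4%), against 28.1% of all bins (odds ratio 0.697, p = 0.841, one-sided Fisher's exact test). The lists went different ways. H3K4me3 regions overlapped 5 mouflon bins (17.9% against 11.4%, odds ratio 1.68, p = 0.244, two-sided Fisher's exact test). H3K27ac regions without H3K4me3 overlapped 1 (3.57% against 19.1%, odds ratio 0.157, p = 0.0306, two-sided Fisher's exact test, not adjusted). The two-sided tests were added after the counts had been seen, and mouflon bins that share sequence are not independent. H3K27ac regions overlapped 30.2% of domestic and 21.4% of mouflon sweep bins. This difference could come from the small number of mouflon bins (p = 0.407, two-sided Fisher's exact test).

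The longer sweep region beside KITLG, on chromosome 3 from 124790001 to 125080000, held 13 H3K27ac regions and 0 H3K4me3 regions in the joint lists. The 0 rests on replicate 1, which had 0 H3K4me3 peaks there. Replicate 2 had 6, of which 2 were within the FDR limit of 1%, from 124820644 to 124822372 (51.8-fold, FDR 0.85%) and from 124841564 to 124843715 (35.6-fold, FDR 0.97%). Of 10000 windows of that length placed at random on the autosomes, 6.87% held as many, with a median of 3, so an ordinary density of such regions stays possible for the sweep region. The shorter one, from 124640001 to 124680000, held 2, and 18.2% of windows held as many. The whole view of Fig. 2c, from 124236035 to 125400001, held 58 H3K27ac regions, which covered 28.0% of it against 7.47% of the autosomes. In 0.24% of 10000 windows of its length there were as many, with a median of 15, which argues against an ordinary density over the view. No biological explanation was tested. Of the 24 regions of Table 1, 15 held an H3K27ac region, 8 an H3K4me3 region and 6 neither. Of the 5 sweep regions of best average rank, that at PANK2 held 4 H3K4me3 and 3 H3K27ac regions. The region at ENSOARG00000010481 and that at ZCCHC4 and ANAPC4 held 1 of each, and those nearest to TMED2 and ENSOARG00000014946 held 0 of each.

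H3K27me3 regions overlapped 16.3% of H3K4me3 regions, against 8.32% after random placement (permutation p = 0.001, the smallest that 1000 placements can give). They overlapped 1.43% of H3K27ac regions without H3K4me3, against 5.72% after placement, and 0 of 1000 placements gave so few. On the autosomes alone, in an alternative chosen after seeing the data, the shares were 12.9% against 4.53% and 0.867% against 5.12%. Sweep bins overlapped H3K27me3 regions in 8.17% of cases, against 8.69% of autosomal bins.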
